# Human prostate organoid generation and the identification of prostate development drivers using inductive rodent tissues

**DOI:** 10.1242/dev.201328

**Published:** 2023-07-12

**Authors:** Parmveer Singh, Nadia A. Lanman, Hannah L. R. Kendall, Laura Wilson, Ryan Long, Omar E. Franco, Adriana Buskin, Colin G. Miles, Simon W. Hayward, Rakesh Heer, Craig N. Robson

**Keywords:** Prostate development, Organoids, Urogenital sinus, Seminal vesicle, Human, Rat

## Abstract

The reactivation of developmental genes and pathways during adulthood may contribute to pathogenesis of diseases such as prostate cancer. Analysis of the mechanistic links between development and disease could be exploited to identify signalling pathways leading to disease in the prostate. However, the mechanisms underpinning prostate development require further characterisation to interrogate fully the link between development and disease. Previously, our group developed methods to produce prostate organoids using induced pluripotent stem cells (iPSCs). Here, we show that human iPSCs can be differentiated into prostate organoids using neonatal rat seminal vesicle mesenchyme *in vitro*. The organoids can be used to study prostate development or modified to study prostate cancer. We also elucidated molecular drivers of prostate induction through RNA-sequencing analyses of the rat urogenital sinus and neonatal seminal vesicles. We identified candidate drivers of prostate development evident in the inductive mesenchyme and epithelium involved with prostate specification. Our top candidates included *Spx*, *Trib3*, *Snai1*, *Snai2*, *Nrg2* and *Lrp4*. This work lays the foundations for further interrogation of the reactivation of developmental genes in adulthood, leading to prostate disease.

## INTRODUCTION

The intricacies of prostate development have yet to be completely elucidated; however, drivers of the process are continually uncovered using innovative methods. Further interrogation of the developing prostate will not only benefit our knowledge of development, but may also provide some insights into prostate diseases, such as prostate cancer and benign prostatic hyperplasia (BPH), given that similarities have been observed between the molecular and histological profiles of developing and diseased prostates (Buskin et al., 2021). It is of particular interest to increase understanding of developmental pathways that may be reactivated in the growth-quiescent mature prostate, leading to disease.

One of the earliest concepts linking prostate development and disease was proposed by John McNeal (McNeal, 1978), who hypothesised that signalling pathways that are primarily active during prostate development, specifically in the stroma, become reactivated during adulthood leading to BPH. This idea of ‘embryonic reawakening’ may also apply to some forms of prostate cancer that share similarities in molecular profiles (Schaeffer et al., 2008; Pritchard et al., 2009; Buskin et al., 2021). The hypothesis suggests that the BPH stroma is inductive and that the adult epithelium is responsive to the inductive cues (Cunha, 2008). Recombination experiments using stromal cells from either BPH or prostate cancer specimens have supported the first of these two notions (Barclay et al., 2005). In contrast to normal prostate stromal cells, when stromal cells from prostate cancer-associated fibroblasts (CAFs) are recombined with immortalised prostate epithelial cells followed by renal capsule grafting, they produce highly disorganised and overgrown grafts that invade host renal tissue (Olumi et al., 1999; Hayward et al., 2001; Barclay et al., 2005). Further recombination experiments support the second notion underlying the hypothesis of embryonic reawakening – that adult epithelium is responsive to inductive cues. Human BPH epithelium xenografts undergo extensive growth and branching morphogenesis when recombined with rat urogenital sinus mesenchyme (UGM) (Hayward et al., 1998).

Subsequent studies explored the similarities between the molecular profiles of the developing and diseased prostate. For example, comparisons of microarray profiles revealed a subset of genes that were similarly expressed in both human pubertal prostate and BPH tissue, but not in the normal adult prostate (Dhanasekaran et al., 2005). Profiling of human foetal prostate stroma, normal adult prostate stroma, and CAFs also identified a subset of genes that were similarly co-expressed in foetal stroma and CAFs (Orr et al., 2012; Nash et al., 2018). More in-depth studies have utilised the developing rodent prostate at multiple stages in order to generate developmental signatures, which were also shown to be enriched in various grades of prostate cancer (Schaeffer et al., 2008; Pritchard et al., 2009). In some instances, signalling pathways, such as E-cadherin (cadherin 1) and IL1, have been functionally linked with both prostate development and disease in loss- or gain-of-function studies (Jerde and Bushman, 2009; Keil et al., 2014). Thus, developmental signalling pathways warrant further investigations as they may lead to the identification of therapeutic targets for prostate cancer and/or BPH.

Because of the limited availability of human foetal prostate tissue, especially at early stages of development, many transcriptomic profiling studies of prostate development have used the developing rodent prostate as a model system. Although developmental cues generally appear to be conserved between species, at least at earlier stages, it is well established that the adult human and rodent prostates differ in overall anatomy (McNeal, 1981), epithelial cell content (El-Alfy et al., 2000) and stromal layer thickness (Hayward et al., 1998). The pioneering work led by Gerald Cunha established that cues from the rodent UGM lead to prostate differentiation of the urogenital sinus epithelium (UGE), as well as other endodermal-derived urogenital epithelium tissues (Cunha, 1972; Donjacour and Cunha, 1993). Neonatal seminal vesicle mesenchyme (SVM) can also generate prostate tissue when recombined with endodermal-derived urogenital epithelium at a similar frequency, indicating that the UGM and SVM express a similar array of developmental cues (Donjacour and Cunha, 1995). However, when the UGM or SVM is recombined with mesodermally derived seminal vesicle epithelium (SVE), seminal vesicle differentiation occurs, indicating that the epithelium responds selectively to cues from inductive mesenchyme. Crucially, recombination studies have shown that rodent UGM or SVM can induce prostate differentiation of human epithelium, and human foetal UGM can generate prostate tissue from rodent endodermal epithelium, consistent with the conservation of developmental pathways for prostate specification (Cunha et al., 1983; Aboseif et al., 1999; Cunha et al., 2021). Recent studies have extended these findings and reported the generation of human prostate tissue by recombination between either rodent UGM or SVM and human embryonic stem cells (hESCs) or induced pluripotent stem cells (iPSCs) (Taylor et al., 2006; Hepburn et al., 2020). Co-culturing rodent UGM with human iPSCs *in vitro* can generate prostate organoids that can be genetically modified to study prostate cancer (Hepburn et al., 2020). To realise their full potential, human iPSC-based prostate induction approaches need both technological advancement and increased molecular understanding.

A number of studies have profiled the developing prostate in order to elucidate the regulators of organ development (Abbott et al., 2003; Zhang et al., 2006; Schaeffer et al., 2008; Pritchard et al., 2009). Although these studies provided some initial insights into gene expression changes during prostate development, there was an apparent lack of sensitivity resulting in a failure to highlight many previously identified prostate developmental genes. This was likely due to the limitations of the profiling methods utilised as well as each prostate being assessed as a whole rather than distinct tissue types (e.g. UGM and UGE), resulting in the dilution of signals of genes expressed at low levels in specific tissue subsets (de Bruin et al., 2005).

In the current study, two approaches were taken to expand our knowledge of prostate disease and development based on the inductive UGM and SVM. First, we successfully generated prostate organoids from iPSCs by co-culture with SVM, providing an alternative to UGM for generating prostate organoids, which can be difficult to isolate for those with little microdissection experience. These organoids can be used to study prostate differentiation or modified to study prostate cancer. Second, the ability of both UGM and SVM to induce prostate differentiation provided an opportunity to identify key regulators of prostate development by comparing upregulated genes in both tissue subsets. Additionally, the difference in response of the UGE and SVE to cues from the mesenchymal tissues indicates a difference in pathway activation in the epithelia. RNA sequencing (RNA-seq) was employed for the first time to profile mesenchymal and epithelial subsets of the rat UGS immediately prior to budding as well as neonatal seminal vesicles. Because the UGM and SVM can both drive prostate differentiation, candidate genes and pathways upregulated in these tissues were identified that may be associated with prostate specification. Additionally, given that the UGE and SVE respond differently to cues from the mesenchyme, we identified genes that may be necessary for prostate specification over seminal vesicle when responding to mesenchymal signals.

## RESULTS

### Human iPSC-derived prostate organoids can be generated from SVM

Previous work demonstrated the ability of SVM to generate prostate tissue when recombined with hESCs and renal capsule grafted into rodents (Taylor et al., 2006). A major limitation of this method was the need for xenografting the SVM–hESCs cell recombinants for *in vivo* growth and differentiation. Prostate tissue organoids can be generated wholly *in vitro* when cultured in 3D conditions with rat UGM (Hepburn et al., 2020); however, it remains unclear whether rat SVM can similarly induce iPSCs *in vitro*.

Co-culturing SVM and definitive endoderm generated from iPSCs in Matrigel and prostate organoid medium containing dihydrotestosterone (DHT) resulted in the formation of spherical structures (Figs 1,2A). These structures would spontaneously bud, elongate and branch, although budding and branching were rare events with approximately 8% of mature organoids showing buds and 11% elongation or branches at a given time (Fig. 2B,C, Table 1). By week six of co-culture, basal and luminal layers could be distinguished with a higher proportion of basal cells compared with luminal; androgen receptor (AR) was expressed in most epithelial cells, and prostate specific antigen (PSA; also known as KLK3) was observed around luminal cells (Fig. 1). Cell types such as neuroendocrine and α-smooth muscle actin (α-SMA)-expressing cells were not detected in week six organoids. After 10-12 weeks of culture, the organoids were composed of AR- and PSA-expressing luminal cells (Fig. 2D,E) surrounded by p63 (TP63)-positive basal cells (Fig. 2F) and rare CgA (CHGA)-positive neuroendocrine cells (Fig. 2G). The ratio of luminal to basal cells was estimated to be equal in mature organoids (Fig. 2J). Surrounding the glandular epithelial organoids were layers of stromal cells (Fig. 2H), some of which differentiated to express α-SMA (Fig. 2I). The organoids and attached stroma were confirmed to be derived from the human iPSCs by positive staining for the human-specific mitochondrial marker [113-1] (Fig. 2I). Assessment of the number of organoids and cells expressing the markers above indicated that the differentiation efficiency was similar to organoids generated using UGM (Figs 2J, 3) (Hepburn et al., 2020). An organoid was considered to be positive for a marker if it showed a similar expression pattern of the marker compared with a human prostate gland. Additionally, the frequency of SVM-generated organoids with lumen was similar to that of UGM-generated organoids (Table 1). However, SVM-generated organoids on average had higher frequencies of budding and branching organoids. Lastly, mature organoids were stimulated with varying concentrations of DHT (1 nM and 10 nM) to show that they were functionally responsive. Compared with 1 nM, 10 nM DHT resulted in approximately five times more PSA expression (Fig. 2K) for a period of 7 days.

**Fig. 1.**
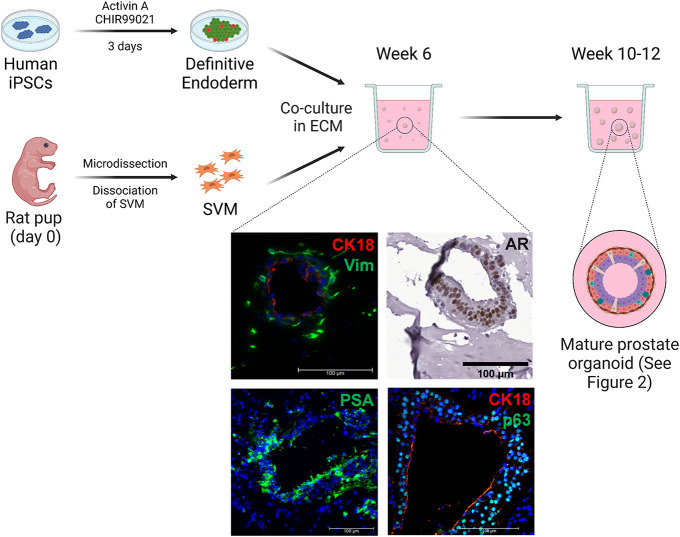
**The process of generating prostate organoids from SVM-iPSC co-cultures.** Human iPSCs were differentiated into definitive endoderm using activin A and CHIR99021. Seminal vesicle mesenchyme (SVM) was isolated from rat pups. Definitive endoderm and SVM cells were co-cultured in Corning Matrigel (ECM). By 6 weeks, epithelial organoids were visible and surround by vimentin (Vim)-positive mesenchymal cells. Androgen receptor (AR) was expressed in almost all epithelial cells. PSA was detected around luminal cells. A high ratio of p63-expressing cells to CK18-expressing cells was observed. By week 12, the prostate organoids had matured and the cellular composition resembled an adult human prostate gland (see Fig. 2). Created with BioRender.com.

**Fig. 2.**
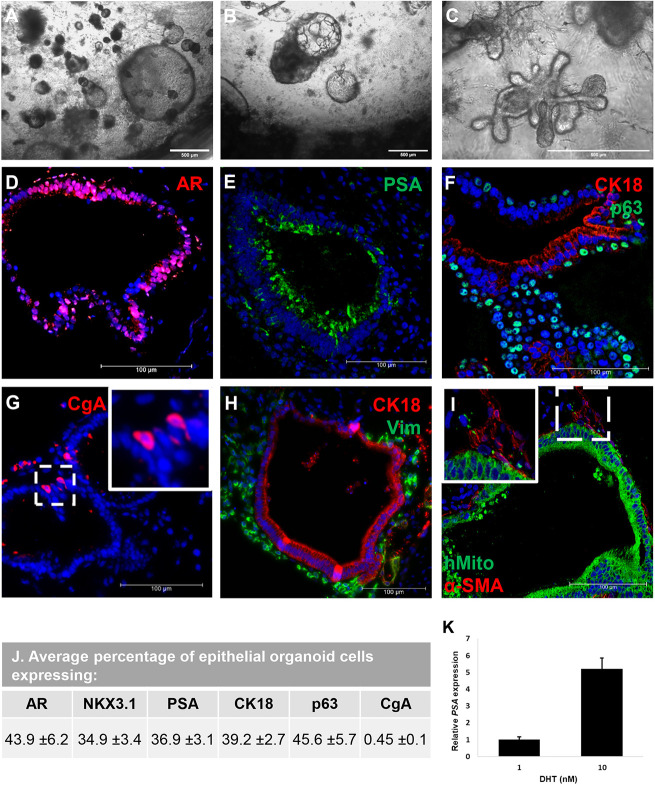
**Prostate organoids generated from iPSCs using SVM.** (A-I) Definitive endoderm cells derived from human-iPSCs were co-cultured with rat pup SVM in Corning Matrigel for a period of 12 weeks. (A) Spherical structures formed with lumen. Some of these structures developed buds (B) and elongated/branched (C). The organoids contained AR- and PSA-expressing luminal cells (D,E), p63-positive basal cells (F), CK18-positive epithelial cells (F,H), rare chromogranin A (CgA)-positive neuroendocrine cells (G), vimentin (Vim)-positive stromal cells (H), and all cells expressed a human mitochondrial marker (hMito; I) and smooth muscle cells (α-SMA; I). Nuclei were stained with DAPI (blue). (J) The percentage of organoid epithelial cells expressing each marker was estimated by counting cells of 150 distinct organoid sections from three cultures. (K) PSA expression was measured after increased DHT exposure for 7 days to assess organoid response. Error bars represent s.e.m.

**Fig. 3.**
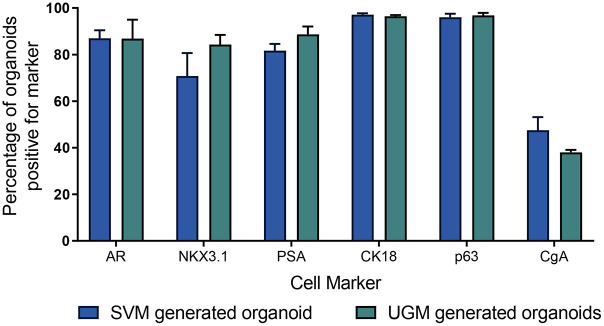
**Mature SVM-iPSC prostate organoids express cell markers similarly to UGM-iPSC prostate organoids.** The number of organoids expressing AR, NKX3­1, PSA, CK18, p63 or CgA were counted and compared with the total number of organoids in order to calculate the percentage of organoids expressing each prostate marker. An organoid was considered to be positive for a marker if it showed a similar expression pattern of the marker compared with a human prostate gland. Organoids were generated using either SVM-iPSC (*N*=3 cultures, *n*=201 organoids counted in total) or UGM-iPSC (*N*=3 cultures, *n*=178 organoids counted in total) co-cultures. Error bars represent s.e.m.

**Table 1.**
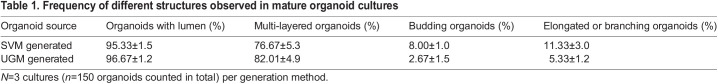
Frequency of different structures observed in mature organoid cultures

### RNA-seq analysis of inductive tissues detects drivers of prostate development

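The RNA-seq dataset analysed here comprised 12 libraries, with 3 each of urogenital sinus mesenchyme (UGM), urogenital sinus epithelium (UGE), seminal vesicle mesenchyme (SVM) and seminal vesicle epithelium (SVE). The urogenital sinus was taken from Sprague-Dawley rats at embryonic day 18 and the seminal vesicle from Wistar Han rats at postnatal day 0, so organ, stage and strain cannot be told apart in any comparison between the organs. After separation, the tissues were incubated for 4 h, the mesenchyme with 10 nM dihydrotestosterone (DHT) and the epithelium without it according to the methods, so compartment and androgen exposure cannot be told apart either. The sample labels list every library as untreated, and they list the UGE as male and female where the paper gives male tissue. The authors trimmed the reads with Fastp, mapped them with STAR to the Ensembl rat genome and counted them per gene with HTSeq, and they deposited the raw counts of 32623 Ensembl genes, without normalization. The deposited table gives gene identifiers without symbols, and the reference table used here does not pair them, so genes named in the text were not looked up. Of the 12 libraries, 10 are tied to a numbered replicate by their labels. The other 2 are UGE libraries known by tissue only, because 1 label is given to both remaining UGE replicates. Each comparison was fitted on its own 6 libraries with edgeR's quasi-likelihood test after TMM normalization, over genes with at least 1 count in those libraries, and genes with a Benjamini-Hochberg adjusted p-value at or below 0.05 were taken as DEGs. This test takes the place of the paper's DESeq2 Wald test, which was run as an alternative. The choice of test, the use of a fold change cut-off and the pairing of libraries were the choices that could change the counts of DEGs most.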

To identify the molecular pathways involved in prostate induction, RNA-seq was performed on isolated male UGM and UGE of embryonic day (E) 18 rats as well as the SVM and SVE of day 0 rat pups. For each sample, a minimum of 50 million reads was achieved (*N*=3 for each tissue type). 

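Total counts on genes ranged from 18681182 to 50433891 per library. The median was 30264153 in the UGM (range 27812199 to 47469240), 37600903 in the UGE (18681182 to 46499833), 31928653 in the SVM (29731862 to 50433891) and 34238098 in the SVE (31652751 to 48097139). A gene with 3 counts corresponded to 0.161 CPM (counts scaled to the library total) in the smallest library and to 0.0595 in the largest. The paper's Table S1 gives 50300000 to 139000000 reads per library, of which it lists 95.64% to 97.13% as passing quality control. Its mapped percentages run from 92.83% to 95.57%. Dividing its mapped reads by its reads passing quality control gives 96.6% to 98.5%. For the 10 libraries that can be tied to a name in Table S1, the total count was 34.9% to 38.2% of the paper's reads. The values below use the total counts, not the number of reads.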

At least 95% of the reads passed quality control checks, and of those reads passing quality control over 92% were mapped to the reference genome (Table S1). Reads that were uniquely mapped to annotated genes were used to generate a count matrix for each sample (Table S2). 

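Of the 32623 genes in the count matrix, between 18051 (SVE replicate 2) and 20239 (UGM replicate 1) had at least 1 count in a library. The 10 genes with the most counts took 3.36% (SVM replicate 2) to 4.64% (SVM replicate 3) of a library. No library appeared to have been deposited more than once, since the smallest chi-square per degree of freedom between replicates of one tissue was 11.2, where sampling noise alone gives a value near 1. This pair was UGM replicates 2 and 3, which lay at 128 and 112 from UGM replicate 1.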

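Over the 14294 genes with a mean of at least 1 CPM, the first principal component of log2 CPM held 47.4% of the variance and the second 29.4%. The UGM libraries lay between 112.58 and 114.94 on the first component and the UGE libraries between -107.57 and -43.69. The SVM libraries lay at 26.3, -39.33 and 63.28, and the SVE libraries at -71.47, -91.57 and 1.78, so that the ranges of the SVM and SVE overlapped, although the SVM library lay above the SVE library of the same replicate number in all 3 pairs. Across genes, the mean Spearman correlation between libraries of one tissue was 0.981 in the UGM, 0.958 in the UGE, 0.952 in the SVM and 0.945 in the SVE. In the UGM it was 0.996 between replicates 2 and 3, and 0.972 and 0.976 between these and replicate 1. Between SVM and SVE libraries it ran from 0.842 to 0.968 with a mean of 0.919, so that some pairs were as close as replicates (0.915 to 0.989 in the SVE and 0.923 to 0.971 in the SVM) and others were farther apart. Between UGM and UGE libraries it was at most 0.866. This value was reached by UGE library 18, whose correlations with UGM libraries started at 0.859. The other UGE libraries reached at most 0.816.

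**Figure D1:**
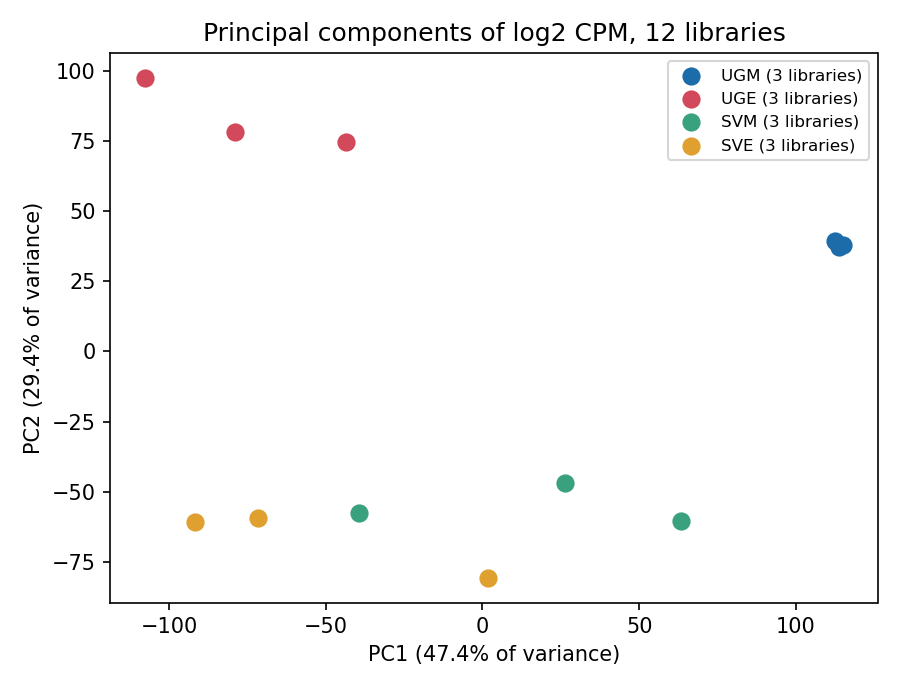
First and second principal components of log2 CPM for the 12 libraries, in component units, with 1 point per library coloured by tissue. The UGM and UGE libraries lie apart on the first component, and the SVM and SVE libraries overlap on it, from -39.33 to 63.28 and from -91.57 to 1.78.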

Expression profiles were then compared with each other to generate lists of differentially expressed genes (DEGs). The aim of this study was to uncover candidate genes involved in prostate development with a focus on paracrine factors leading to prostate induction and budding of the epithelium. Because the UGM and SVM can both induce prostate differentiation, we hypothesised that these two tissues express a similar set of genes involved in prostate induction. Accordingly, we generated lists of statistically significant (false discovery rate, FDR≤0.05) DEGs between mesenchymal and epithelial subsets (Fig. 4A; Tables S3, S4, S5). 

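Between the UGM and UGE, 7397 of 22620 genes tested were DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (32.7%), of which 3397 were higher and 4000 lower in the UGM. Their median log2 fold change was 1.57 in size. Between the SVM and UGE, 4443 of 22341 genes were DEGs (19.9%), 2276 of them higher and 2167 lower in the SVM, with a median log2 fold change of 1.74 in size. Which direction held more DEGs depended on the scaling. With library size alone in place of TMM, 3796 were higher and 3684 lower in the UGM, and 2044 higher and 2332 lower in the SVM. The counts also varied with the libraries included. Leaving out each library in turn gave 5042 to 7869 DEGs for the UGM and 1732 to 5773 for the SVM. For the UGM, the count was 5042 without UGM replicate 3 and 5087 without UGM replicate 2, the 2 most alike. It was 7300 without UGM replicate 1 and 5170 without UGE replicate 3. Among the alternatives other than leaving out a library, a log2 fold change cut-off of 1.5 moved the first count most, to 3856. Blocking on the library number (libraries 1 to 8, 9 to 14 and 15 to 20) moved the second most, to 1882, and gave 7858 for the first. DESeq2's Wald test gave 8451 and 6672. Table S1 gives 1 library of each tissue a higher share of reads mapped. A block for these libraries gave 8090 and 3691 DEGs, and with 1 library per tissue the comparisons could not be repeated within the set. The labels do not tie every UGE library to a replicate number, so the replicate number was not used as a block in either comparison. By depth, the untied libraries 12 and 18 (37600903 and 18681182 counts) would match UGE1 and UGE2 of Table S1 (102000000 and 50300000 reads). This match was not used to assign replicate numbers. Identifiers are given for 4 genes of the UGM comparison, taken after their values were seen. Among genes with more than 3 counts in at least 1 library of each tissue, the largest increases were in ENSRNOG00000004649, at 6.78 ± 1.26 CPM (SD, n = 3) in the UGM and 0.0836 ± 0.0807 (SD, n = 3) in the UGE, a log2 fold change of 6.46 (standard error 0.738, edgeR adjusted p = 0.000512), and in ENSRNOG00000061483, with a log2 fold change of 6.27 (standard error 0.773, edgeR adjusted p = 0.000741). The UGM values of the latter were spread widely, at 11.2 ± 9.57 CPM (SD, n = 3). The largest decreases were in ENSRNOG00000032332, at 1011 ± 545 CPM (SD, n = 3) in the UGE and 0.202 ± 0.267 (SD, n = 3) in the UGM, a log2 fold change of -12.40, and in ENSRNOG00000013593, with a log2 fold change of -11.75 (edgeR adjusted p = 5.95e-05 and 5.6e-05). The mesenchyme differed from the UGE in DHT exposure as well as in compartment, and the SVM also in stage and strain. By the sample labels, though not by the paper, both also differed from the UGE in sex. From the inductive capacity of both mesenchymes, the paper hypothesises that the UGM and SVM share a set of genes involved in prostate induction, and it compared each with the UGE for this reason.

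**Figure D2:**
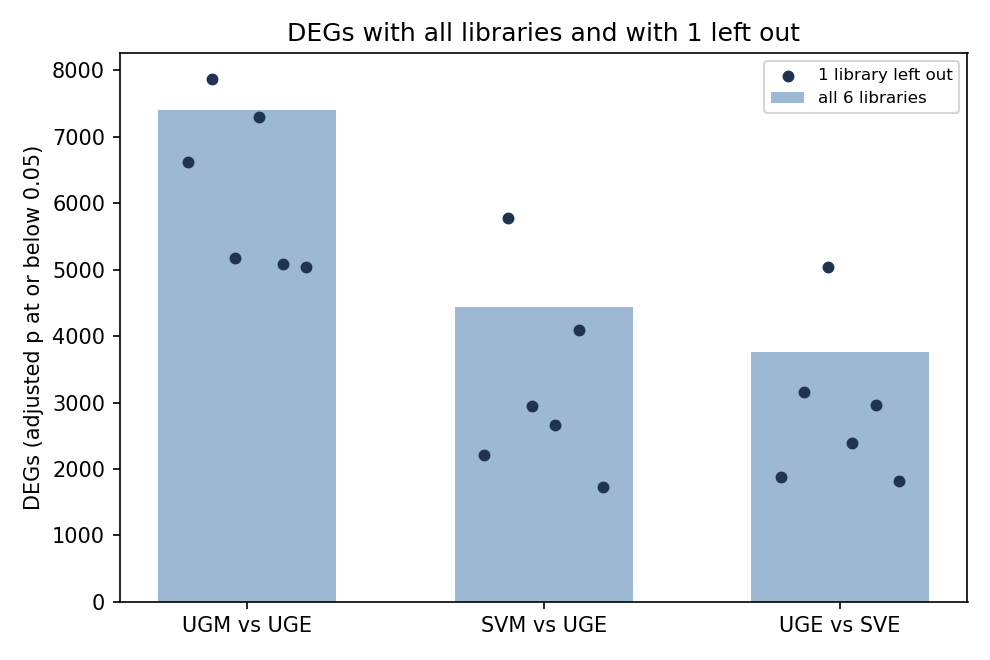
Number of DEGs in 3 comparisons, with the bar for all 6 libraries and each point for a fit without 1 library. The points run from 5042 to 7869 for UGM vs UGE, from 1732 to 5773 for SVM vs UGE and from 1824 to 5047 for UGE vs SVE.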

Additionally, UGE-enriched transcripts were assessed relative to the SVE. 

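Between the UGE and SVE, 3769 of 21863 genes were DEGs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (17.2%), 1883 higher and 1886 lower in the UGE, with a median log2 fold change of 1.77 in size. The split between directions depended on the scaling. With library size alone in place of TMM, the median log2 fold change of expressed genes moved from 0.005 to 0.199 and the DEGs numbered 4024, of which 2644 were higher (65.7%, against 50% with TMM). With the block for the share of reads mapped, 3639 genes were DEGs, with the library-number block 2005, and with DESeq2's Wald test 5687. The 2 epithelia were not incubated with DHT, and they differed in stage and strain, and by the sample labels also in sex. The lowest count without 1 library was that without UGE replicate 3.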

The UGE produces prostate when recombined with UGM or SVM, and the SVE forms seminal vesicle when exposed to UGM or SVM, so these tissue types are either selective to the cues to which they respond or respond differently to the same cues. Thus, we hypothesised that differentially enriched receptors between these two epithelia may elucidate the pathways involved in prostate specification.

**Fig. 4.**
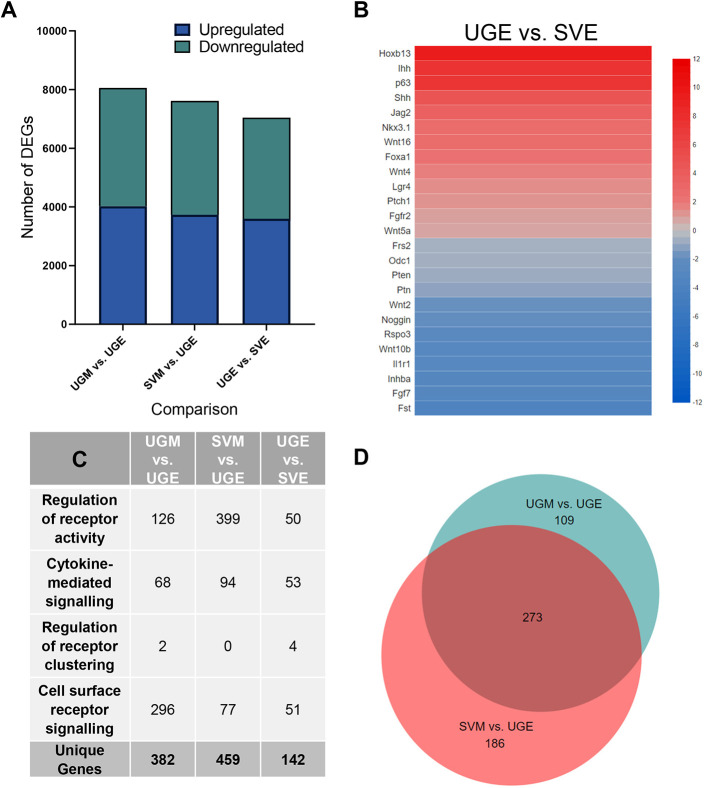
**Identification of prostate developmental genes.** (A) Statistically significant (FDR≤0.05) differentially expressed genes (DEGs) were identified between mesenchymal and epithelial subsets (*N*=3 for each tissue subset). (B) Genes that have been functionally associated with prostate development were identified in DEG datasets to generate heatmaps to illustrate prostate developmental genes that are likely necessary for prostate specification over seminal vesicle specification (data represent Log2 fold changes). (C) Upregulated DEGs associated with cell signalling based on GO annotations were determined for the two DEG analyses. (D) The resulting gene lists were compared to identify common genes involved in cell–cell signalling. Created with the BioVenn application (https://biovenn.nl/; Hulsen et al., 2008).

The DEG lists revealed numerous genes that have previously been associated with prostate development and were enriched in either the UGM or UGE, as expected (Fig. 5), confirming that the experimental designs and sequencing depth were sensitive enough to detect important developmental genes, including transcription factors. For example, *Ar*, *Bmp4*, *Fgf7*, *Fgf10*, noggin and proteins downstream of Hedgehog signalling were all enriched in the UGM, whereas *Fgfr2*, *Foxa1*, *Hoxb13*, *Sox9*, *Shh*, *Ihh* and *Nkx3-1* were enriched in the UGE. 

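Of the 3389 genes higher in the UGM than in the UGE and tested in both comparisons, 1153 (34%) were also higher in the SVM than in the UGE by edgeR's quasi-likelihood test, where 10.5% of all 21750 genes tested in both were. Another 52 (1.53%) were lower in the SVM. Of the 4000 genes lower in the UGM, 1493 (37.3%) were also lower in the SVM. Both comparisons use the same 3 UGE libraries, so chance deviations of these libraries enter both lists. Compared with the SVE, which shares no library with the UGM comparison, no gene was a DEG in the SVM (2823 genes had an unadjusted p-value below 0.05), so an overlap of lists could not be tested with edgeR. With DESeq2's Wald test and a fold change of at least 1.5, a combination chosen after seeing the data, 395 genes were higher in the SVM than in the SVE and tested in both. Of these 153 (38.7%) were also higher in the UGM than in the UGE, where 17.8% of all genes tested in both were, and 35 (8.86%) were lower. On simulated counts 18.2% of DESeq2's calls for SVM vs SVE were false. Over the 7367 DEGs between the UGM and UGE that were also tested between the SVM and SVE, the log2 fold changes had the same sign in 74.8% and correlated at 0.47 across genes (Pearson), which are not independent replicates.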

Several of the UGM-enriched transcripts were also enriched in the SVM, as would be expected from factors involved in prostate induction. Additionally, some of the top biological processes from a Gene Ontology (GO) analysis of the UGM-UGE dataset were related to prostate development (Fig. 6). Furthermore, a number of prostate developmental transcripts were found enriched in the UGE relative to the SVE, likely signifying their importance to prostate specification over seminal vesicle development (Fig. 4B).

**Fig. 5.**
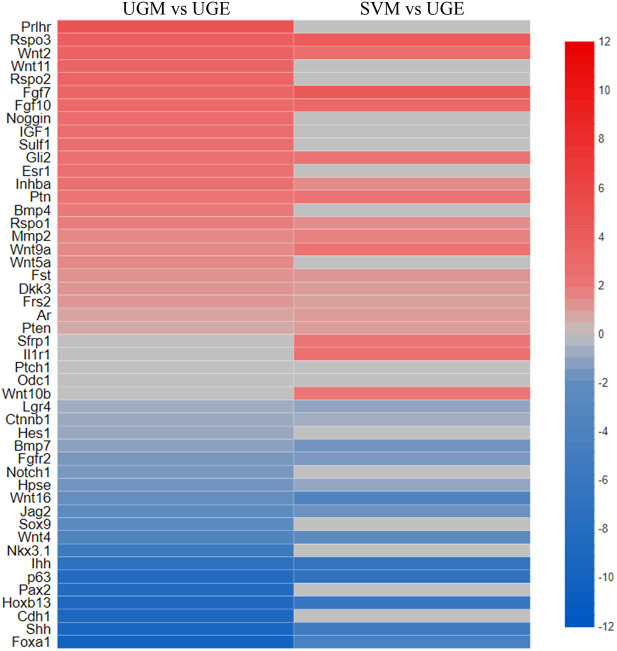
**RNA-seq profiling of the UGM, UGE and SVM detects known prostate developmental genes in the expected tissue subsets.** Statistically significant (FDR≤0.05) differentially expressed genes (DEGs) were identified between mesenchymal and epithelial subsets (*N*=3 for each tissue subset). Genes that have been functionally associated with prostate development were identified in DEG datasets to generate heatmaps to illustrate their relative expression between tissue subsets (data represent Log2 fold changes).

**Fig. 6.**
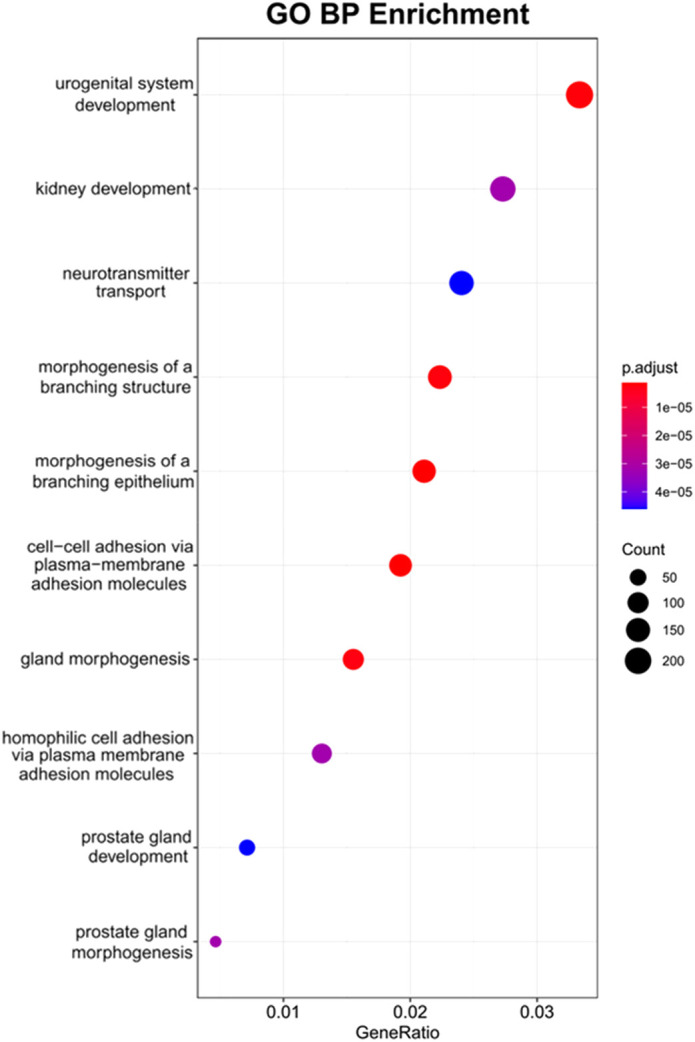
**Top GO biological processes for UGM-UGE comparison.** DEGs upregulated in UGM showed enrichment for GO terms related to prostate development.

### Identification of candidate prostate developmental genes

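With a fold change of at least 1.5 added, 6985 DEGs were left between the UGM and UGE, 3214 of them higher in the UGM. Between the SVM and UGE 4413 were left, 2259 of them higher in the SVM, and between the UGE and SVE 3757, 1877 of them higher in the UGE. Gene Ontology terms were not assigned to the genes here.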

To narrow down the list of candidate developmental genes, we focused on upregulated genes (fold change, FC≥1.5) associated with cell signalling as we were interested in paracrine factors and receptors that may be expressed during prostate specification. Therefore, we investigated genes that fell into the following GO term categories: ‘regulation of receptor activity’, ‘cytokine-mediated signalling pathway’, ‘regulation of receptor clustering’ and ‘cell surface receptor signalling pathways involved in cell signalling’. Fig. 4C lists the number of transcripts that fell into each of these categories that were enriched in either the UGM or SVM relative to the UGE, and in the UGE relative to the SVE (Tables S6, S7, S8). The number of unique genes across the categories are also listed for each DEG comparison (Fig. 4C). 

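Before any selection on Gene Ontology terms, 1113 genes were higher in both the UGM and the SVM than in the UGE (fold change of at least 1.5, edgeR's quasi-likelihood test). They made up 34.7% of the 3206 genes higher in the UGM and 49.3% of the 2256 higher in the SVM that were tested in both comparisons. Independent lists of these sizes would share 332.5 genes, but the lists are not independent because the UGE libraries are common to them. Without 1 of the 9 libraries the number ran from 395 to 1380. With DESeq2's Wald test 1682 genes were shared, and with the library-number block 591. The selection on cell signalling terms was not repeated, so no count for that subset is given.

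**Figure D3:**
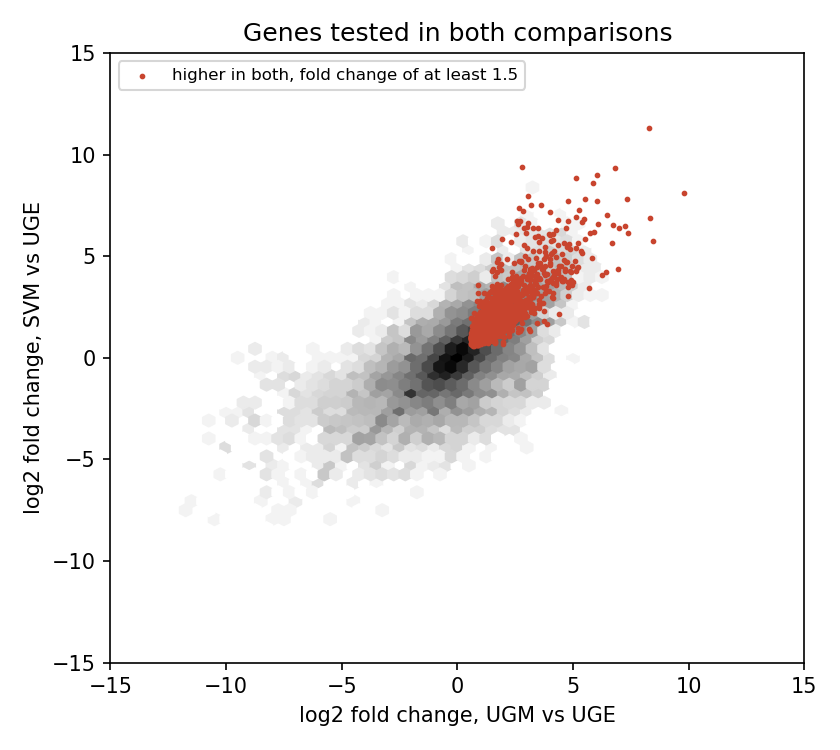
Log2 fold change of UGM vs UGE (horizontal) against SVM vs UGE (vertical) for the 21750 genes tested in both comparisons, shown as grey density on a log scale. Red points are the 1113 genes higher in both with a fold change of at least 1.5.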

To narrow down the list of candidate genes, we considered the 273 cell signalling genes upregulated in both the UGM and SVM because both tissues express a set of genes responsible for prostate differentiation (Fig. 4D; Table S9). This resulting list contained some of the known prostate developmental mediators, including FGF and Wnt family genes.

Additional analyses were conducted using Ingenuity Pathway Analysis software (IPA, QIAGEN Inc., https://digitalinsights.qiagen.com/IPA) to identify upstream regulators that may be associated with prostate development. 

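At a log2 fold change of at least 1.5 in size, 1923 DEGs were higher and 1933 lower in the UGM than in the UGE. Between the SVM and UGE 2559 DEGs passed this cut-off, with 1324 higher and 1235 lower in the SVM. Between the UGE and SVE 2215 passed, with 1250 higher and 965 lower in the UGE. The fold changes are edgeR's estimates with adjusted p-values at or below 0.05 from its quasi-likelihood test.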

The analysis included DEGs with a Log2FC of greater than 1.5 or −1.5. Of the resulting DEGs, over 92% were mapped to the IPA knowledgebase for each comparison. The top 50 predicted activated upstream regulators enriched in UGM relative to the UGE are listed in Table S10. For the UGE-SVE comparison, the upstream analysis was focused on enriched receptors and transcription regulators (Table S11). Lastly, a receptor–ligand analysis was conducted between the UGM and UGE datasets to identify any paracrine signalling that might be occurring between the two tissues (Table S12).

Using the lists of genes generated from these analyses and assessing the known roles and functions of the genes, we were able to identify several candidate genes of interest that may be involved in prostate development. Mesenchymal upregulated candidate genes included *Spx*, *Trib3*, *Snai1*, *Snai2*, *Nrg2*, *Rln1*, *Gdf9*, *Gdf5*, *Hgf*, *Dact3*, *Sfrp4*, *Etv2*, *Dkkl1* and *Shisa7*. Epithelial upregulated genes included *Lrp4*, *Pax9*, *Yap1*, *Dlx5*, *Musk*, *Palm3*, *Lefty1*.

Analysis of cell–cell signalling genes as well as the receptor–ligand analysis identified neuregulin 2 (*Nrg2*) as a ligand of interest. *Nrg2* was upregulated in the UGM whereas genes encoding receptors of NRG2, *Erbb2* and *Erbb3*, were enriched in the UGE. *Nrg2* has been associated with growth and differentiation of epithelial cells (Ring et al., 1999). Another member of the neuregulin family with some similarity, *Nrg1*, was also upregulated in the UGM and the SVM. Recently, NRG2 was shown to increase lumen size and the number of polarised luminal cells in adult human and mouse primary tissue organoids (Karthaus et al., 2020).

We further investigated the expression of NRG2 and activation of its downstream partners, ERBB2 and AKT, by immunohistochemical staining of the UGS and developing prostate organoids. Rat E18 UGS was first stained using antibodies against vimentin and CK18 (KRT18) to identify the distinct mesenchyme and epithelium subsets, respectively (Fig. 7A-C). NRG2 was detected in the mesenchyme, as anticipated, but also in the epithelium, indicating that it may be interacting with receptors of the UGE (Fig. 7D). Phosphorylated ERBB2 was observed in the UGE, indicating activation of the pathway, possibly through NRG2 signalling (Fig. 7E,F).

**Fig. 7.**
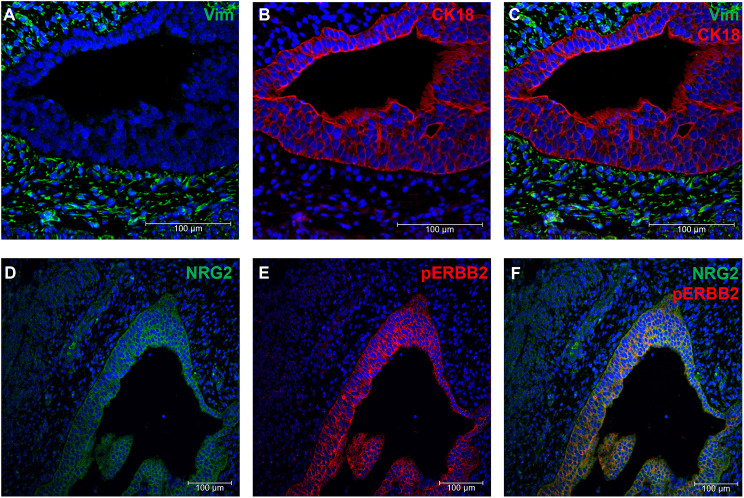
**Validation of NRG2 expression and detection of the downstream receptor ERBB2 in UGS.** (A-F) Rat E18 UGS was sectioned and stained for the mesenchymal marker vimentin (Vim) (A,C) and the epithelial marker CK18 (B,C) to show the distinct subsets. NRG2 expression was observed in both the mesenchyme and the epithelium (D,F), whereas phosphorylated ERBB2 (pERBB2) (E,F) was primarily observed in the epithelium. Nuclei were stained with DAPI (blue).

Week six developing prostate organoids generated from SVM-iPSCs were also analysed by immunohistochemical staining. Vimentin and CK18 staining showed the epithelial organoid was surrounded by mesenchymal cells (Fig. 8A,B), and, similarly to the UGS, phosphorylated ERBB2 was present in the epithelial cells (Fig. 8C). NRG2 was primarily detected in the mesenchymal component and was not evident in the epithelial cells, similar to the UGS (Fig. 8D). However, we did observe NRG2-expressing mesenchymal cells closely associated with epithelial cells. Interestingly, in those epithelial cells, there was a higher level of phosphorylated AKT, as indicated by fluorescence staining (Fig. 8F,G).

**Fig. 8.**
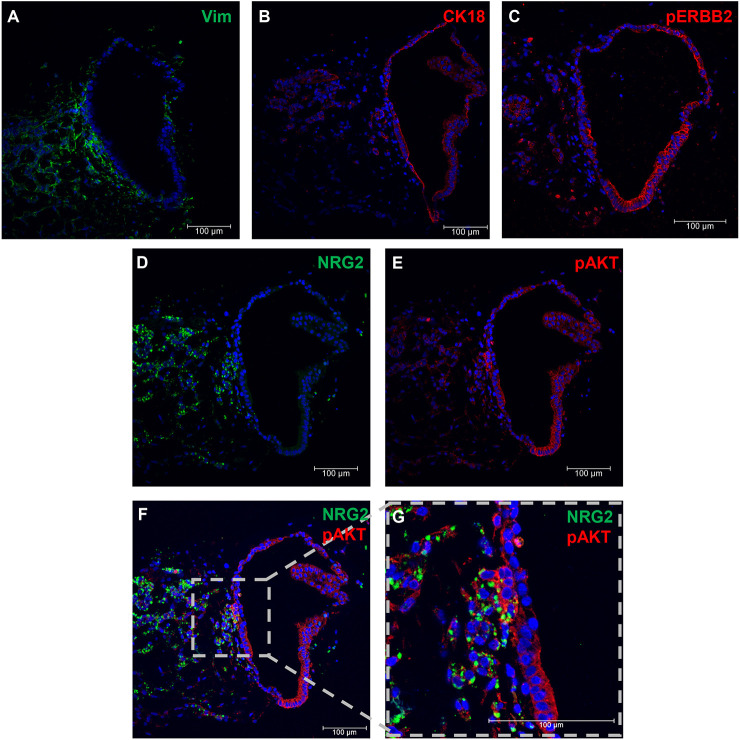
**Validation of NRG2 expression and detection of downstream proteins in developing prostate organoids.** (A-G) Week 6 iPSC-SVM-derived prostate organoids were sectioned and stained for the mesenchymal marker vimentin (Vim) (A) and the epithelial marker CK18 (B) to show the distinct subsets. NRG2 expression (D,F,G) was observed primarily in the mesenchymal subset whereas phosphorylated ERBB2 (pERBB2) (C) and AKT (pAKT) (E-G) were primarily detected in the UGE. Nuclei were stained with DAPI (blue).

## DISCUSSION

The parallels between prostate development and disease warrant further investigation into the key genes and pathways driving the process. Human iPSC-derived prostate organoids could provide a route to studying different stages of human prostate differentiation when foetal material is unavailable. The ability to generate human-like prostate organoids completely *in vitro* using SVM, as shown here, also provides an opportunity to study development in a high-throughput manner. We showed that organoids could be generated from SVM at similar efficiencies to our previously published protocol using UGM (Hepburn et al., 2020). Interestingly, prostate organoids generated using SVM compared with UGM had a higher frequency of budding and branching organoids, likely attributable to differences in the paracrine signalling factors between the UGM and SVM, suggesting that SVM-derived organoids may be a superior system in which to study branching morphogenesis. In the budding rat prostate and seminal vesicle, a key difference that has been observed is that prostate buds began as solid chords that later canalize, whereas seminal vesicle buds contain lumens from the start (Hayward et al., 1996). Branching morphogenesis is more intricate in the prostate in terms of the number of branch points (Hayward et al., 1996; Thomson and Marker, 2006). Thus, the differences in budding and branching frequencies in our organoids are likely attributable to differences in the paracrine signalling factors between the UGM and SVM during development.

The majority of organoids possessed multiple epithelial cell layers, although the exact number of layers varied between individual organoids and this variation was also observed in UGM-iPSC organoids and has previously been reported in primary cell-derived organoids, indicating that this may be a feature typical to *in vitro* models of this type (Karthaus et al., 2014; Hepburn et al., 2020).

One issue that may arise when using UGM or SVM to generate prostate tissue from iPSCs is the unintentional formation of other tissue types, such as seminal vesicle, as a result of the numerous developmental signals being released from these tissues. To avoid inadvertently generating other organoid types in our co-culture system, it may be beneficial to prime iPSCs so that they are directed to only produce prostate organoids. Upregulation of *NKX3-1* and/or *FOXA1* in the iPSCs during differentiation may reduce unwanted tissue/organ types. When either of these genes is knocked out in the prostate, a seminal vesicle phenotype is predominant (DeGraff et al., 2014; Dutta et al., 2016). Additionally, it has been shown that upregulating *Nkx3-1* in mature adult mouse SVE led to prostate development when recombined with UGM, whereas UGM and wild-type SVE recombinant resulted in seminal vesicle development (Dutta et al., 2016). Talos et al. found that upregulating *NKX3-1* and *FOXA1* in epithelial cells generated from iPSCs resulted in significantly more prostate differentiation when recombined with UGM and renal grafted compared with controls in which *NKX3-1* and *FOXA1* were not upregulated (Talos et al., 2017). Consequently, methods incorporating the manipulation of transcription factors in this way with co-culture induction may improve the derivation of prostate organoid cultures. Indeed, the candidate genes highlighted in this study may also prove to be promising targets for manipulation in iPSCs to determine whether they improve prostate differentiation when combined with SVM.

A major objective of the research presented here was to identify key drivers of prostate development. Although previous expression profiling analyses of the developing prostate have provided a wealth of data on potential candidates, most were unable to detect many of the known prostate developmental genes. This was largely due to limitations in genetic profiling technologies at the time leading to poor sensitivity and many studies opted to profile mesenchymal and epithelium tissues together, which may lead to masking of genes upregulated in one tissue but not the other. Therefore, we performed next generation sequencing on the transcriptome of separated mesenchymal and epithelial tissues of the UGS and on the SVM in order to study the molecular profiles of these tissues in more depth. In doing so, we were able to detect expression changes of almost all genes that have been previously associated with prostate development in specific tissue subsets. For example, *Fgf10* and *Fgf7* were upregulated in the UGM and the associated receptor was upregulated in the UGE, whereas *Shh* and *Ihh* were enriched in the UGE and the downstream hedgehog factors *Gli1* and *Gli2* were enriched in the UGM.

Given that the UGM and SVM can both induce prostate differentiation, we hypothesised that these two tissues should express a similar set of genes involved in prostate induction. Thus, comparing upregulated genes between these two tissue subsets assisted in the identification of candidates. Our top mesenchymal upregulated candidate genes included *Nrg2*, *Spx*, *Trib3*, *Snai1* and *Snai2*. NRG2 protein was validated in rodent UGS and found in both the UGM and UGE, with its downstream receptor, ERBB2, activated in the UGE. Additionally, NRG2 expression was detected in the stromal cells surrounding differentiating SVM-iPSC organoids with the downstream protein AKT also activated in the epithelium, providing support for the involvement of NRG2 in prostate development.

We also examined upregulated genes in epithelial subsets. Based on early work by Donjacour and Cunha (Cunha et al., 1991; Donjacour and Cunha, 1995), we hypothesised that these two epithelia may be differently primed to respond selectively to inductive cues from the mesenchyme. This comparison allowed us to compile a list of genes that were previously associated with prostate development and were significantly upregulated in the UGE relative to the SVE, which included *Fgfr2*, *Foxa1*, *Foxa2*, *Foxa3*, *Hoxb13*, *Ihh*, *Lgr4*, *Nkx3*-*1*, *Shh* and *p63*. We propose that expression of some or all of these genes in the epithelium is key in order for prostate rather than seminal vesicle development to occur. The importance of *Nkx3-1* and *Foxa1* has already been reported with deficiencies of either of these genes in the prostate leading to a seminal vesicle phenotype (DeGraff et al., 2014; Dutta et al., 2016). In addition to these known developmental genes, we were able to compile a list of candidate genes and upstream regulators enriched in the UGE, which included *Lrp4*, *Dlx2*, *Foxd1*, *Foxd3*, *Foxp1* and *Serpina1*.

Thus, from our profiling analysis, we were able to confirm the expression profiles of known prostate developmental genes and also uncover novel candidates. To solidify these candidates as prostate developmental genes, they must be further assessed for their functional association with prostate development, which was a limitation of the current study. The candidates could be tested through alteration of their expression in the developing rodent prostate or in the SVM-iPSC organoid model presented in this study. The prostate organoid model could also be utilised to improve our understanding of human prostate development. The rarity of human foetal prostate tissue, especially at earlier stages, has led to a large knowledge gap in relation to human prostate development. Prostate organoids derived from iPSCs could be useful for filling in these gaps by conducting profiling studies at various stages of differentiation. In some cases, it has been shown that ESC- or iPSC-derived organoids of other tissue types can be utilised to study development (Kanton et al., 2019; Tran et al., 2019).

The developmental profiling data generated in this study could also be used to improve our understanding of genes and pathways that become reactivated in adulthood, leading to prostate cancer or BPH. Although there is a discernible association between prostate development and disease, it is not clear how embryonic pathways are reawakened in adulthood. Similar to these previous studies, it would be beneficial to interrogate further the more in-depth datasets generated in our research to investigate links to prostate cancer, which may lead to the discovery of potential biomarkers and a better understanding of the mechanisms driving prostate cancer.

## MATERIALS AND METHODS

### Animal work

All animal experiments were performed in accordance with the Animal Welfare Ethical Review Board at Newcastle University or the Institutional Animal Care and Use Committee at Northshore University HealthSystem Research Institute. Embryonic male UGS was microdissected from E18 male Sprague-Dawley *Rattus norvegicus* (Harlan Laboratories Inc.) and neonatal day 0 seminal vesicles were isolated from male Wistar Han IGS *Rattus norvegicus* (Charles River Laboratories) as described previously (Lawrence et al., 2013; Hepburn et al., 2020).

### iPSC culturing and definitive endoderm generation

Prostate-derived iPSC clones were previously generated and characterised in our group (Hepburn et al., 2020). Cells were cultured on Corning Matrigel hESC-qualified Matrix in complete mTeSR1 medium (STEMCELL Technologies). To generate definitive endoderm, iPSCs were dissociated into single cells using Gentle Cell Dissociation Reagent (STEMCELL Technologies) following the manufacturer's protocol. Cells were counted, and 2×10^6^ cells were plated in Matrigel-coated wells of a 6-well plate in mTeSR1 containing 10 µM RHO/ROCK inhibitor Y-27632 (STEMCELL Technologies). After 24 h in RPMI-1640 medium (Sigma-Aldrich) containing 100 ng/ml of human recombinant activin A (AA; STEMCELL Technologies) and 6.45 µM CHIR99021 (STEMCELL Technologies) was added. At 24 h, RPMI-1640 medium containing 100 ng/ml AA and 0.2% foetal bovine serum was applied. After another 24 h, the medium was changed to RPMI-1640 containing 100 ng/ml AA and 2% foetal bovine serum. Definitive endodermal cells were ready for use the next day.

### iPSC-SVM prostate organoid co-culture

Rat SVM tissue was dissociated for 1 h at 37°C in 1900 U/ml of collagenase type I (Thermo Fisher Scientific) in RPMI-1640 medium on an orbital shaker. The dissociated tissue was filtered through a 70 µm cell strainer to obtain a single cell suspension of SVM. Definitive endodermal cells (from human iPSC cultures) were dissociated into single cells using Gentle Cell Dissociation Reagent and 50,000 SVM cells were combined with 10,000 definitive endodermal cells in 50% Growth Factor Reduced (GFR)-Matrigel (Corning) diluted in DMEM/F12 medium (Sigma-Aldrich). Droplets of 50 µl of the cell suspension were plated in wells of a 96-well plate coated with 50 µl of GFR-Matrigel. The plate was then placed in a 37°C incubator upside down and allowed to set for 30 min. Once set, 150 µl of DMEM/F12 containing 2% insulin-transferrin-selenium (ITS), 10 nM DHT and 10 µM Y-27632 was added on top. Medium was changed every other day. One week after plating cells, the medium was changed to SVM-conditioned medium. SVM-conditioned medium was prepared by culturing freshly isolated SVM tissue in DMEM/F12 containing 2% ITS and 10 nM DHT for a period of 7 days, collecting medium every 24 h. After an additional 2 weeks, human prostate organoid medium was applied (Karthaus et al., 2014). Medium was refreshed every other day.

### Immunofluorescence and chromogenic immunohistochemistry (IHC)

Organoids and tissues were fixed in 4% paraformaldehyde for 1 h at room temperature. Samples were processed through an automatic histology processor, then embedded in paraffin wax blocks for sectioning. Tissue sections were dewaxed and rehydrated followed by antigen retrieval using a decloaking chamber containing citrate buffer (10 mM citric acid, 0.05% Tween 20, pH 6.0).

For immunofluorescence IHC, slides were incubated in a blocking solution of 4% bovine serum albumin (BSA) in PBS (BSA-PBS) for 1 h, and then primary antibodies diluted in fresh 4% BSA-PBS solution were applied overnight at 4°C. Primary antibodies were: anti-AR (Proteintech, 66747-1-Ig, 1:800), anti-PSA (Dako, A056201-2, 1:10,000), anti-CK18 (Proteintech, 10830-1-AP, 1:15,000), anti-p63 (Leica Biosystems, NCl-L-p63, 1:50), anti-vimentin (Santa Cruz Biotechnology, sc-6260, 1:200), anti-human mitochondrial marker (Abcam, ab92824, 1:200), anti-chromogranin A (Abcam, Ab15160, 1:200), anti-neuregulin-2 (Santa Cruz Biotechnology, sc-398594, 1:100), phospho-HER2/ErbB2 (Cell Signaling Technology, 2243, 1:100) and phospho-Akt (Cell Signaling Technology, 3787, 1:200). Secondary antibodies were diluted in 4% BSA-PBS and applied for 30 min at room temperature. Secondary antibodies used were goat anti-rabbit Alexa Fluor 546 (Invitrogen, A11035, 1:400) and goat anti-mouse Alexa Fluor 488 (Invitrogen, A21121, 1:400). Coverslips were mounted with a drop of Fluoroshield Mounting Medium with DAPI (Abcam, ab104139). Slides were viewed using a Leica SPE confocal fluorescence inverted microscope.

For chromogenic IHC, tissue was blocked in a 3% hydrogen peroxide solution for 10 min and then 2.5% horse serum solution for 20 min. Primary anti-AR (Proteintech, 66747-1-Ig, 1:5000) was applied overnight at 4°C followed by anti-mouse HRP IgG (Vector Laboratories, MP-7402) for 30 min at room temperature. ImmPACT DAB Peroxidase HRP Substrate (Vector Laboratories, SK-4105) was applied to slides for 5 min. The slides were then counterstained with Gills II Haematoxylin and blued with Scott's tap-water. The slides were dehydrated in a series of ethanol washes ranging from 50% to 100%, followed by xylene washes. Lastly, coverslips were mounted on the slide using DPX Mountant (Sigma-Aldrich, 44581). Images of organoids and tissues were captured on a Leica Aperio system.

### RNA extraction and cDNA generation

RNA was isolated from organoids using the RNeasy Mini Kit (QIAGEN) as per the manufacturer's guidelines. The concentration and purity of RNA was assessed using the Nanodrop 2000 (Thermo Fisher Scientific). One microgram of isolated RNA was reverse transcribed using the M-MLV reverse transcription kit (Promega) as per the manufacturer's instructions.

### Quantitative PCR

In order to evaluate organoid response to DHT, quantitative PCR was performed. *PSA* and *HPRT1* expression was assessed using the PowerTrack™ SYBR Green Master Mix (Applied Biosystems) and was carried out on a QuantStudio 7 Flex Real-Time PCR machine (Applied Biosystems). Primer sequences can be found in Table S13. The 2^−ΔΔCt^ method was employed for data analysis and *HPRT1* was used for normalisation. *PSA* expression of organoids stimulated with 10 nM DHT was calculated relative to organoids stimulated with 1 nM DHT (normal culture conditions). Data represent three biological replicates.

### RNA-seq of UGS and SVs

UGS and SVs were isolated from three separate litters for each (*N*=3). After separation of mesenchymal and epithelial subsets, UGM and SVM were incubated for 4 h in DMEM/F12 medium containing 2% ITS and 10 nM DHT to promote AR signalling factors, whereas UGE and SVE were incubated in the same medium without the addition of DHT. Total RNA was isolated using the QIAGEN RNeasy Micro Kit (74004) following the manufacturer's protocol. Library construction and RNA-seq was conducted by GENEWIZ (Leipzig, Germany) using the Illumina HiSeq platform.

Rat genomic resources were downloaded from the ENSEMBL database (Rnor_6.0). The corresponding annotation file in GTF format was also downloaded from the ENSEMBL database. Sequence data quality was determined using FastQC software (version 0.11.7) (Babraham-Bioinformatics, 2010; http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Quality trimming and filtering were performed on the FASTQ files using Fastp (version 0.19.5) to remove the basecalls with a Phred33 score less than 30 and any reads shorter than 30 base pairs (Chen et al., 2018). Quality trimmed reads were mapped against the indexed reference genome using the STAR aligner (version 2.5.4b) (Dobin et al., 2013). STAR-derived mapping results and the ENSEMBL Rnor_6.0 annotation (GTF) file were used as input into the HTSeq package (version 0.7.0) to obtain the read counts for each gene feature in each replicate using HTSeq Count (Anders et al., 2015).

R version 3.5.1 was used for all analyses after count matrix generation. For DEG analysis in each comparison, genes with zero counts across all replicates (control and treatment) were discarded from the count matrix. 

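Of the 32623 genes in the deposited matrix, 10003 had no count in any of the 6 libraries of UGM vs UGE and were discarded. The number discarded was 10282 for SVM vs UGE and 10760 for UGE vs SVE. Replacing this filter with edgeR's filterByExpr defaults changed the number of DEGs to 7457, 4716 and 3941.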

The final combined count matrix was utilised for further differential gene expression analysis using the Bioconductor package DESeq2 (version 1.22.2) (Love et al., 2014). DESeq2 uses negative binomial distribution-based statistical models and performs specific estimate variance-mean tests. In DESeq2, an Empirical Bayes shrinkage was applied for dispersion estimation and a Wald test was subsequently used for significance testing. DESeq2 computes a *P*-value for each hypothesis test and the Benjamini–Hochberg method was used to correct *P*-values for multiple testing, controlling the FDR at 5%. A subsequent FC cut-off of 1.5 was employed to retain only those statistically significant genes that have a biologically relevant change in expression.

Pathway analysis was performed using ClusterProfiler (Yu et al., 2012). From each comparison, the genes which were differentially expressed at FDR≤0.05 and FC≥1.5 were used as an input for pathway analysis. A list of enriched GO categories was obtained from the ClusterProfiler results (FDR<0.05).

In order to identify upstream regulators, data were further analysed using IPA. For each analysis, DEGs with FDR≤0.05 and Log2FC≥1.5 or Log2FC≤−1.5 were included in the analysis. Prediction confidence was set to ‘experimentally observed’ and ‘high (predicted)’. Knowledge from all species was used in the analysis. For all other parameters, default settings were applied.

## Supplementary Material

10.1242/develop.201328_sup1 Supplementary information Click here for additional data file.

# Supplementary material for: Human prostate organoid generation and the identification of prostate development drivers using inductive rodent tissues
**Source:** Development. 2023 Jul 12;150(13):dev201328. doi: 10.1242/dev.201328
**Supplement:** Supplementary information

**Table S1. RNA-sequencing read count summary**

| Sample | Total Reads | Reads Passing QC | Reads Passing QC (%) | Total Reads Mapped | Reads Mapped (%) |
|--------|-------------|------------------|----------------------|--------------------|------------------|
| SVE1   | 8.96E+07    | 8.60E+07         | 95.98                | 8.42E+07           | 93.89            |
| SVE2   | 8.31E+07    | 7.98E+07         | 96.1                 | 7.78E+07           | 93.66            |
| SVE3   | 1.28E+08    | 1.24E+08         | 97.1                 | 1.22E+08           | 95.55            |
| SVM1   | 8.17E+07    | 7.84E+07         | 95.94                | 7.59E+07           | 92.89            |
| SVM2   | 8.55E+07    | 8.21E+07         | 96.05                | 7.99E+07           | 93.49            |
| SVM3   | 1.39E+08    | 1.35E+08         | 97.1                 | 1.33E+08           | 95.43            |
| UGE1   | 1.02E+08    | 9.77E+07         | 95.64                | 9.57E+07           | 93.6             |
| UGE2   | 5.03E+07    | 4.88E+07         | 97.09                | 4.72E+07           | 93.91            |
| UGE3   | 1.24E+08    | 1.20E+08         | 97.06                | 1.18E+08           | 95.57            |
| UGM1   | 1.31E+08    | 1.27E+08         | 97.13                | 1.25E+08           | 95.44            |
| UGM2   | 7.98E+07    | 7.66E+07         | 96.03                | 7.40E+07           | 92.83            |
| UGM3   | 8.57E+07    | 8.22E+07         | 95.94                | 8.00E+07           | 93.35            |

**Table S2.** Mapped read count matrix for each sample RNA-sequenced

[Click here to download Table S2](#)

**Table S3.** Differentially expressed genes in UGM relative to UGE (FDR $\leq$ 0.05).

[Click here to download Table S3](#)

**Table S4.** Differentially expressed genes in SVM relative to UGE (FDR $\leq$ 0.05).

[Click here to download Table S4](#)

**Table S5.** Differentially expressed genes in UGE relative to SVE (FDR $\leq$ 0.05).

[Click here to download Table S5](#)

**Table S6.** Cell signalling genes upregulated in the UGM relative to the UGE.

[Click here to download Table S6](#)

**Table S7.** Cell signalling genes upregulated in the SVM relative to the UGE.

[Click here to download Table S7](#)

**Table S8.** Cell signalling genes upregulated in the UGE relative to the SVE.

[Click here to download Table S8](#)

**Table S9.** Cell signalling genes enriched in both UGM and SVM

[Click here to download Table S9](#)

**Table S10.** IPA predicted activated upstream genes enriched in UGM relative to UGE

[Click here to download Table S10](#)

**Table S11. IPA predicted activated upstream genes enriched in UGE relative to SVE**

| Upstream Regulator | Molecule Type                     | Activation z-score | p-value of overlap |
|--------------------|-----------------------------------|--------------------|--------------------|
| NR3C1              | ligand-dependent nuclear receptor | 2.56               | 1.86E-26           |
| PTGER4             | G-protein coupled receptor        | 4.22               | 1.58E-21           |
| KLF2               | transcription regulator           | 2.67               | 1.31E-20           |
| IL10RA             | transmembrane receptor            | 5.56               | 1.76E-20           |
| SOX2               | transcription regulator           | 2.60               | 9.54E-18           |
| BCL6               | transcription regulator           | 3.95               | 1.23E-14           |
| SMAD7              | transcription regulator           | 3.48               | 1.28E-14           |
| SIRT1              | transcription regulator           | 2.32               | 2.60E-14           |
| PPARGC1A           | transcription regulator           | 2.60               | 1.33E-11           |
| BCL3               | transcription regulator           | 3.25               | 3.90E-11           |
| TRIM24             | transcription regulator           | 3.59               | 8.12E-11           |
| MEOX2              | transcription regulator           | 3.53               | 1.18E-10           |
| NOSTRIN            | transcription regulator           | 4.19               | 9.78E-10           |
| SIGIRR             | transmembrane receptor            | 2.28               | 1.21E-09           |
| NEUROG1            | transcription regulator           | 2.75               | 3.11E-09           |
| NKX2-3             | transcription regulator           | 2.91               | 1.51E-08           |
| GFI1               | transcription regulator           | 3.17               | 2.07E-08           |
| THRB               | ligand-dependent nuclear receptor | 3.19               | 3.64E-08           |
| ZFP36              | transcription regulator           | 3.40               | 5.24E-08           |
| RARA               | ligand-dependent nuclear receptor | 2.84               | 5.43E-08           |
| ACKR2              | G-protein coupled receptor        | 3.44               | 6.04E-08           |
| SP110              | transcription regulator           | 2.72               | 9.35E-08           |
| DACH1              | transcription regulator           | 2.76               | 1.52E-07           |
| ZNF281             | transcription regulator           | 3.36               | 2.01E-07           |
| GPS2               | transcription regulator           | 3.21               | 1.12E-06           |
| FEM1A              | transcription regulator           | 2.61               | 1.80E-06           |
| MYF5               | transcription regulator           | 2.29               | 3.78E-06           |
| TCF3               | transcription regulator           | 2.55               | 1.83E-05           |
| PRDM16             | transcription regulator           | 2.33               | 2.01E-05           |
| IKZF2              | transcription regulator           | 2.67               | 2.89E-05           |
| ADGRF5             | G-protein coupled receptor        | 2.43               | 5.00E-05           |
| IL1R2              | transmembrane receptor            | 2.56               | 5.42E-05           |
| CITED2             | transcription regulator           | 2.99               | 6.27E-05           |
| NR4A1              | ligand-dependent nuclear receptor | 2.29               | 6.37E-05           |
| PIAS4              | transcription regulator           | 2.65               | 8.70E-05           |
| UNC5B              | transmembrane receptor            | 2.43               | 1.35E-04           |
| CBL                | transcription regulator           | 3.06               | 3.74E-04           |
| HNF1A              | transcription regulator           | 2.76               | 6.47E-04           |
| CIC                | transcription regulator           | 2.43               | 1.10E-03           |
| MAS1               | G-protein coupled receptor        | 2.42               | 1.10E-03           |
| GRHL3              | transcription regulator           | 2.43               | 1.84E-03           |
| ERF                | transcription regulator           | 2.57               | 3.62E-03           |
| HSR                | G-protein coupled receptor        | 2.24               | 7.64E-03           |
| Cux1               | transcription regulator           | 2.24               | 1.60E-02           |
| MAX                | transcription regulator           | 2.97               | 1.33E-01           |
| MYCN               | transcription regulator           | 2.80               | 1.41E-01           |
| ESRRA              | transcription regulator           | 2.47               | 1.54E-01           |
| HNF4A              | transcription regulator           | 2.29               | 1.00E+00           |

**Table S12.** Ligand-receptor analysis

[Click here to download Table S12](#)

**Table S13. Primers used for RT-qPCR**

| Target gene     | Primer sequence        |
|-----------------|------------------------|
| PSA (Forward)   | CCTCACAGCTGCCCCACTGCA  |
| PSA (Reverse)   | GATGAAACAGGCTGTGCCG    |
| HPRT1 (Forward) | TGAACGTCTTGCTCGAGATGTG |
| HPRT1 (Reverse) | CCAGCAGGTCAGCAAAGAATTT |

How the deposited data were processed for this re-analysis (not part of the article)

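RNA-seq counts of 12 rat libraries were analysed, with 3 libraries each of UGM, UGE, SVM and SVE. The authors trimmed reads with Fastp, mapped them with STAR to the Ensembl rat genome, counted them per gene with HTSeq and deposited raw counts, with 1 column per library and no normalization. The strand setting of the counting is not given in the methods, so overlapping and antisense genes, and paralogs with near-identical sequence, are uncertain. The deposited counts were used as they are. All 12 columns were used, 10 tied to a sample by its label and 2 UGE columns by tissue only. These 2 are called by their library numbers, 12 and 18.

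Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (TMM factors, estimateDisp, glmQLFit, glmQLFTest), over genes with at least 1 count in the libraries compared and with Benjamini-Hochberg adjustment. The installed glmQLFit offers an older and a newer fit, and its default, the older, was used. The counts of DEGs under both fits, under DESeq2 and under part of the fits without 1 library had been seen before the final code was written. The newer fit is given as an alternative chosen after seeing the data, as are the library-number block for the interaction and the DESeq2 overlap with SVE in place of UGE. Comparisons were UGM vs UGE, SVM vs UGE, UGE vs SVE, SVM vs SVE and UGM vs SVM, each on 6 libraries, and the interaction of compartment and organ on all 12. The test replaces the DESeq2 Wald test of the methods. DESeq2 1.42.0 was run as an alternative with the ordinary group design.

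The procedure was tested on simulated counts with the means, library sizes and fitted spread of the real libraries and 200 genes changed 4-fold. edgeR recovered 172 of them for UGM vs UGE (22020 genes, 4.97% of calls false), 159 for SVM vs UGE (21716 genes, 4.22%), 142 for UGE vs SVE (21219 genes, 5.33%), 143 for SVM vs SVE (21352 genes, 1.38%) and 168 for UGM vs SVM (22092 genes, 4.55%). It recovered 144 for SVM vs SVE with the replicate block (21369 genes, 1.37%) and 92 for the interaction (22849 genes, 3.16%). DESeq2 recovered 157 to 187 of the 200, and 17.6% to 24.9% of its calls were false. The simulated spread was edgeR's own fitted trend, which can favour edgeR.

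Total counts per library ran from 18681182 to 50433891, and 3 counts in the smallest library amount to 0.161 CPM. Precision is limited by 3 libraries per tissue. An exact test of 3 libraries against 3 cannot give a p-value below 0.1.

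Alternatives set before the data were examined were the DESeq2 test, RLE factors, library size alone, filterByExpr, a fit on all 12 libraries, blocks for the replicate number, the share of reads mapped in Table S1 and the library number, counts thinned to the smallest library, fold change cut-offs, and leaving out each library. The replicate numbers come from the sample titles. Other splits of the libraries were refitted, all 10 for each comparison, and 100 assignments of organ labels for the interaction.

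The rule for genes named in the text, set before the data were examined, covered the genes the paper names, the Fgf, Wnt, Nrg and ErbB families, marker genes, and for each comparison the genes with the largest changes that have a symbol. The deposited identifiers are not paired with symbols in the tables used here, so no gene could be named. In place of this, 4 identifiers of UGM vs UGE are given by the same ranking without the symbol and with more than 3 counts in a library of each tissue, a change made after the data were examined. Marker scores, Table S11 regulators, Gene Ontology terms and the pathway analysis were left out for the same reason. The organoid, staining and tissue recombination experiments are not analysed here.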

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

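The redrawn organ labels, the thinning, the scaling by library size and the block for the share of reads mapped were chosen before the data were examined. Their use to weigh explanations, apart from the redrawn labels, and the other tests of this part were chosen after the result was seen. The difference between mesenchyme and epithelium was not the same in the 2 organs for 1475 of 23430 genes (edgeR's quasi-likelihood test of the interaction, adjusted p-value at or below 0.05), a comparison the paper does not report. For 610 of them UGM minus UGE exceeded SVM minus SVE, and for 865 it was lower. With library size alone the total was 1455, and 437 were in the first direction (30%, against 41.4% with TMM). When organ labels were redrawn within each compartment, 1 of 100 assignments gave as many genes, the real one. The largest other assignment gave 1337, and the median of the others was 0. Redrawn groups mix the organs, so differences between organs enter the spread within groups and can lower the counts. The redrawing therefore cannot decide whether the interaction exceeds chance.

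Depth and batch were tested as sources. With every library thinned to the smallest total, 1380 genes passed. A difference in library size therefore did not account for the count. With a block for the libraries with the higher share of reads mapped, 1936 passed, and with a library-number block, chosen after seeing the data, 1509 passed. Each set of libraries holds every tissue equally often, so a batch of the first libraries that shifts all tissues alike would cancel out of the interaction by design. A batch effect that differs between tissues was not tested. A further candidate explanation is mixed compartments in the seminal vesicle libraries, which would shrink the SVM-SVE difference. Over the 7367 genes that were DEGs between UGM and UGE and tested in both organs, the slope of the SVM-SVE on the UGM-UGE log2 fold change was 0.18 across genes, and 74.8% had the same sign. Genes are not independent replicates, and a weaker compartment difference in the seminal vesicle at birth would give the same slope. Mixing alone would make the SVM-SVE difference smaller without changing its sign. Of the 1475 genes, 493 (33.4%) had the same sign in both organs and a smaller difference in the seminal vesicle, and these cannot be told apart from mixing. The other 982 (66.6%) had opposite signs, which mixing alone would not give. Of these, 338 had an unadjusted p-value below 0.05 between SVM and SVE. Choosing genes by the interaction favours opposite estimates by chance, so these counts do not show how many genes truly have opposite signs. Organ also coincides with stage and strain.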

How the results depend on the processing

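Counts of DEGs kept within 1.5 times of the value reported under 9 of 10 alternatives for UGM vs UGE, 10 of 11 for UGM vs SVM, 7 of 10 for SVM vs UGE and 7 of 10 for UGE vs SVE, 7 of 11 for the genes higher in both mesenchymes and 5 of 6 for the interaction, not counting the fits without 1 library. DESeq2's Wald test gave more DEGs for SVM vs UGE (6672) and UGE vs SVE (5687), 757 for SVM vs SVE, 1682 genes higher in both mesenchymes and 2982 for the interaction. In the 4 comparisons of 2 tissues where edgeR made calls, 98.4% to 99.8% of these were also DESeq2's. On simulated counts 17.6% to 24.9% of DESeq2's calls were false. Whether this accounts for the larger real counts was not tested.

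A log2 fold change of at least 1.5 gave 3856 DEGs for UGM vs UGE, 2559 for SVM vs UGE, 2215 for UGE vs SVE, 2389 for UGM vs SVM and 576 genes higher in both mesenchymes. The library-number block gave 1882 DEGs for SVM vs UGE, 2005 for UGE vs SVE and 591 genes higher in both. The cause was not tested. With SVE in place of UGE for the SVM, 0 genes were higher in both mesenchymes, because SVM vs SVE had none. With DESeq2's Wald test as well, a combination chosen after seeing the data, 153 were.

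Leaving out each library in turn gave 1732 to 5773 DEGs for SVM vs UGE, 1824 to 5047 for UGE vs SVE, 2818 to 5084 for UGM vs SVM, 0 to 661 for SVM vs SVE, 395 to 1380 genes higher in both mesenchymes and 833 to 1790 for the interaction. For UGM vs UGE all 6 fits were within 1.5 times.

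For SVM vs SVE the count was 0 under 10 of 11 alternatives, with 2823 genes at an unadjusted p-value below 0.05 in the fit as reported. Of these 10, the fold change cut-offs were applied to an empty list, so their 0 was fixed. The replicate block, which gave 0, groups these libraries as the library-number block does. DESeq2's Wald test gave 757. Deviations of same-numbered SVM and SVE libraries from their group means correlated across genes at 0.454 on average. For libraries with other numbers the value was -0.23, which centring on the group means largely fixes, so it is no separate baseline. For UGM vs SVM, where same-numbered libraries come from different animals, the correlation of same-numbered libraries was -0.069. The replicate block gave 4338 DEGs there. The replicate block was not fitted for the comparisons with UGE. The labels tie 2 UGE columns to no replicate number, and their depth was not used to assign one. The library-number block, which groups all 12 libraries, gave 7858 DEGs for UGM vs UGE beside the values above. Libraries of the same set correlated in their deviations at 0.244 for UGM vs UGE, -0.178 for SVM vs UGE and -0.034 for UGE vs SVE.

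The newer quasi-likelihood fit, chosen after seeing the data, gave 7777, 4889, 4007, 0 and 4279 DEGs for the 5 comparisons in the order UGM vs UGE, SVM vs UGE, UGE vs SVE, SVM vs SVE and UGM vs SVM. For all alternatives set before the data were examined that concern named genes, marker scores or Table S11 regulators, nothing was run, because the identifiers are not paired with symbols. The replicate block was not run for the interaction or for the genes higher in both mesenchymes, for the same lack of UGE numbers. The smallest library, with 18681182 counts, was a UGE library, although the UGE had the highest median total (37600903). Thinning every library to the smallest total gave 7052 DEGs for UGM vs UGE, 4228 for SVM vs UGE and 3504 for UGE vs SVE.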

Differences from the paper's values

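For SVM vs UGE, 4443 DEGs were found, against about 7600 in the paper's Fig. 4A, read by eye. Of these 2276 were higher, against about 3700 in Fig. 4A, and 2167 lower, against about 3900 in Fig. 4A. For UGE vs SVE, 3769 were found, against about 7000 in Fig. 4A, with 1883 higher against about 3600 and 1886 lower against about 3400 in Fig. 4A, all read by eye. With DESeq2's Wald test, the test of the paper's methods, the counts were 6672 and 5687, and with the fit on all 12 libraries 5329 and 5028. Leaving out SVM replicate 2 gave 5773 for SVM vs UGE, and leaving out SVE replicate 3 gave 5047 for UGE vs SVE. Among the alternatives set before the data were examined, these brought the totals and the counts in each direction within 1.5 times of the paper's. Library size alone did so for the genes higher in UGE than in SVE, with 2644. The other alternatives did not. For UGM vs UGE, the fit on all 12 libraries moved the counts away from Fig. 4A, read by eye. It gave 5690 DEGs against about 8000, where the fit as reported gave 7397. Of these, 2609 were higher in the UGM against about 4000, where the fit as reported gave 3397.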

Other observations

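The tests of this part, other than the counts of splits, were chosen after the libraries' correlations had been seen. No gene differed between SVM and SVE at an adjusted p-value at or below 0.05 (edgeR's quasi-likelihood test, 22015 genes), while 2823 genes had an unadjusted p-value below 0.05, 12.8% where chance gives 5%. The paper does not report this comparison. DESeq2's Wald test called 757. Leaving out SVE replicate 3 gave 661 DEGs, 614 higher and 47 lower in the SVM. Leaving out SVM replicate 2 gave 633, with 51 higher and 582 lower, so the fits differed in their main direction.

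Several explanations were tested for the SVM vs SVE count. Too few libraries for this spread was tested on simulated counts, where 143 of 200 genes changed 4-fold were called with these 6 libraries. The simulated spread was drawn gene by gene, and smaller changes were not simulated. Low power for smaller changes, or under a spread shared across genes, is therefore not excluded. Differences between library pairs hiding a paired difference were tested with the replicate block, which called 0 genes. The block recovered 144 of 200 simulated genes changed 4-fold, but the simulated libraries held no difference between pairs. This recovery therefore does not show that the block would find a smaller paired difference. Mixed compartments in the seminal vesicle libraries were tested with genes chosen from the urogenital sinus libraries alone. A score was taken as the mean log2(CPM + 1) of 1325 genes higher in the UGM minus that of 1545 genes lower in it. SVM libraries scored 0.434 ± 0.869 (SD, n = 3) and SVE libraries -0.737 ± 0.944 (SD, n = 3). Their ranges overlapped, from -0.521 to 1.18 and from -1.474 to 0.327 (exact permutation test, two-sided, p = 0.2, where 0.1 is the smallest possible). Within same-numbered pairs, however, the SVM library scored above the SVE library in 3 of 3, by 1.17 ± 0.466 (SD, n = 3 pairs; exact sign-flip permutation test, two-sided, p = 0.25, the smallest that 3 pairs allow). Urogenital libraries scored with genes chosen without them gave 2.233 ± 0.283 (SD, n = 3) for the UGM and -2.144 ± 0.932 (SD, n = 3) for the UGE. The gap between SVM and SVE was 26.7% of this. Incomplete separation of the seminal vesicle compartments may therefore contribute, but genes that part the compartments of the urogenital sinus need not part those of the seminal vesicle. UGE library 18 also lay nearer the UGM than the other UGE libraries did. It scored -1.081, against -2.529 in UGE replicate 3 and -2.821 in library 12, with a different gene list for each. Leaving it out gave 7869 DEGs for UGM vs UGE, more than with all 6 libraries. It gave 4088 for SVM vs UGE and 2970 for UGE vs SVE, fewer than with all 6. Mixed compartments in this library, the smallest of all, were not tested. A mislabelled seminal vesicle library was tested through the splits of the 6 SVM and SVE libraries. The split of SVE replicates 1 and 2 with SVM replicate 2 against the rest gave 1610 genes, against 0 for the labels. Of the remaining splits, 1 gave 1 gene and the others gave 0. Mixing and a mislabelled library cannot be told apart here.

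The spread of the seminal vesicle libraries within their groups followed the compartment axis of the urogenital sinus. In 5 of 6 libraries the deviation from the other libraries of the group correlated with the UGM-UGE log2 fold change at a size above 0.3 across 14294 genes, from -0.583 in SVM replicate 2 to 0.507 in SVM replicate 3. This is consistent with unequal proportions of mesenchyme and epithelium between libraries, with a regional difference in what was dissected not tested.

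If mesenchyme in the SVE libraries made genes lower in UGE than in SVE, those genes would be higher in the UGM than in a UGE library not used to choose them. With each UGE library held out in turn, 62%, 66.9% and 56.3% of them were, against 47.3%, 52.4% and 47.2% of the genes that were not DEGs. The smallest excess was 9.1 percentage points, under the 10 set as the limit, so this test did not meet its criterion, although the excess was in the same direction in all 3. Of the genes higher in UGE than in SVE, 19.4%, 18.1% and 13.9% were higher in the UGM, below the same shares of the other genes. Mesenchyme in the SVE libraries would give this too, as would genes particular to the UGE, and the criterion did not cover it.

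The libraries with the higher share of reads mapped in Table S1, 1 per tissue and numbered 1 to 8, differed from the others of their tissue in 549 genes when fitted as a block over all 12 libraries. Blocks for libraries 9 to 14 and 15 to 20 gave 1 and 0 genes. A batch of the first libraries is a candidate explanation for these 549 genes. These libraries also had the largest total count of their tissue (46499833 to 50433891), so depth coincides with the batch and was not separated from it. Each tissue has 1 library in this set, so the set is not confounded with tissue. Whether the seminal vesicle libraries of this set also differed in their compartment mix was not separated from batch or depth.

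The paper compares UGM and SVM through their lists of genes upregulated relative to the UGE. Tested directly against each other, 4268 of 22726 genes were DEGs, 1943 higher and 2325 lower in the UGM. With library size alone in place of TMM the balance reversed, with 2348 higher and 1969 lower. Organ, stage and strain all differ in this comparison.

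Of the 10 splits of the 6 libraries, 1 gave as many DEGs as the labels for UGM vs UGE, 1 for SVM vs UGE and 1 for UGE vs SVE, in each case the real one, and the other splits gave 0. Here all 10 splits were used, because the labels give the UGE columns no complete replicate numbers. For UGM vs SVM, where same-numbered libraries come from different animals, 1 of all 10 splits gave as many, the real one. The largest count among its other splits was 1. For SVM vs SVE 4 of the 4 splits that part all same-numbered pairs gave as many, since the count was 0. The remaining SVM vs SVE splits part only 1 of the pairs. With 10 or 4 splits the share cannot fall below 0.05.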
